A study of Mus musculus with 40 samples. Its data were reported in "Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins" (2022).

How the data were processed

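The series holds ChIP-seq of H3K27ac, a histone acetylation mark found at active promoters and enhancers, in preadipocytes from the inguinal white fat of wild-type (WT) mice and of mice without the nucleosome-binding proteins HMGN1 and HMGN2 (double knockout, DKO). The cells were studied as preadipocytes (day 0) and on days 3, 6 and 9 of an induced differentiation into brown-like adipocytes, with 3 libraries for each of the 2 genotypes at each of the 4 days. GEO's labels gave the group and the replicate number of each of the 24 libraries. The 16 input libraries listed in the series were not analysed here.

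According to the study's methods, the authors aligned single-end reads to the mouse genome build mm10 and called narrow peaks with MACS2. Peaks were called in each library on its own and replicates were not pooled. Each deposited list gives, for every peak, its position, its summit, a fold enrichment at the summit over the local background, and the −log10 of a p-value and of a q-value. These values are the authors' own and were used only to describe, rank or filter peaks within a list and to recover read heights. The lowest −log10 q was between 2.00 and 2.05 in all 24 lists. Which input library served as the control of which list is not stated, and the number of mapped reads is not in the lists. Gene annotation (GENCODE M21) and sequence were taken from the reference build GRCm38, and every peak lay within its chromosome lengths.

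Depth was recovered from the authors' values. In MACS2, the fold and the p of a peak both follow from a whole number of reads at the summit and a local background, so the 2 values together give both. Whole reads came out for 99.99% of peaks in WT day 3 replicate 3 and for over 99.99% in the other lists, and for 0% of peaks when −log10 p was shifted by 0.05. The lowest background that at least 0.5% of the peaks of a list shared, divided by the narrowest peak of that list, was taken as background reads per kb. This value ranks libraries by depth and is not a count of sequenced reads.

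Peaks of all 24 lists that overlapped by at least 1 bp were joined into merged regions, and a region counted as called in a library that held a peak in it. The comparisons were the number of peaks, the length of genome under peaks (covered length), the overlap of regions between genotypes, regions held by 3 of 3 libraries of a genotype and by 0 of 3 of the other, the Jaccard index of base pairs between libraries (shared length divided by joint length), and the number of libraries in which each region was called. For the overlap at a day, regions were merged within each genotype and kept where at least 2 of 3 libraries called them, and the percentage shared was that of WT and DKO regions together that overlapped a region of the other genotype. The plan also allowed regions merged over the 6 libraries. Merging by genotype was taken because the alternative with a reciprocal overlap of 50% needs it. Day-0-specific regions were called in 6 of 6 libraries of day 0 and in 0 of 6 of day 9, and day-9-specific regions the reverse. The transition index of a library was the percentage of day-9-specific regions called, divided by the sum of that percentage and the percentage of day-0-specific regions called, and multiplied by 100. The promoter share was the percentage of peaks within 1 kb of a transcript start. The AP-1 share was the percentage of the 20000 peaks with the highest −log10 q that held TGASTCA (TGACTCA or TGAGTCA) within 100 bp of the summit. For genes, the kb under peaks were summed from 5 kb upstream of the gene to its end.

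Differences between genotypes at a day were tested with exact permutation tests, two-sided, over the 20 relabellings of 3 against 3 libraries, whose smallest p is 0.1. Tests over the 4 days permuted genotype within each day (160000 relabellings, smallest p 1.25e-05), and tests over days 3 and 6 used 400 relabellings (smallest p 0.005). The mean difference over days was the statistic. The test of the Jaccard index was one-sided over the 10 splits of a day. Regions called in at least 3 and at most 21 libraries were tested with the exact conditional test of the number of calls, genotype permuted within each day, and p was adjusted with the Benjamini-Hochberg method at a threshold of 0.05. Whether a difference between genotypes changed with the day was tested by permuting genotype within each day, over 26 measures.

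The genes named were fixed by a rule: Hmgn1 and Hmgn2 first, then genes that the study names for browning. Ear2, also named there, was left out of the list and is not analysed here. Of merged regions, the rule named up to 5 per direction past the threshold, and of the day-specific sets the 3 with the highest median −log10 q. These rules, the tests, the groups and most alternatives were set before the data were examined. The alternatives set in this way were peaks with −log10 q of at least 5, the 20000 peaks with the highest −log10 q, leaving out each replicate number, pairing by replicate number, 1 kb bins, a reciprocal overlap of 50%, regions in 3 of 3 libraries, sets from 5 of 6 libraries, the Jaccard index of merged regions, a promoter distance of 2.5 kb, 5000 peaks for the motif, 5 kb either side of the gene start, and autosomes only. Windows of 250 bp either side of the summits, leaving out 1 of 2 unusual libraries, and day sets from 1 genotype alone were added after seeing the data.

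Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The region test was tested on simulated data with 71228 regions as in the real comparison. Of 200 planted regions called in 95% of libraries of a genotype and in 5% of the other, 66.5% were recovered with 0 other calls. Of 200 planted at 80% against 20%, 0 were recovered, and 0 calls were made with nothing planted. The stratified test gave p under 0.05 in 3.5% of simulations without a difference and in 100% with a shift of 3 SD. The recovery of read heights returned the height of 100% of the 3184 simulated peaks, of 5000 drawn, whose p could be written in the lists' format. Read-count tests, which the study applied to these libraries, need reads and were not run here.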

Results

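The H3K27ac profiles of WT and DKO cells were compared at each step of the conversion of white preadipocytes to brown-like adipocytes. Each of the 8 groups, 2 genotypes at days 0, 3, 6 and 9, had 3 libraries. The 24 lists held 2194886 peaks, between 47448 and 115923 per library. The relative depth, read from the background under the peaks, was 4.52 reads per kb in WT day 3 replicate 3 and between 8.62 and 12.9 in the other 23 libraries. The highest fold enrichment of that shallow library was 159, against 33.2 to 60.6 in the others. DKO day 0 replicate 2 differed in peak width. Its narrowest peak was 440 bp and its median peak 1076 bp, while the narrowest peak was 155 to 165 bp and the median 313 to 376 bp in the other 23 libraries. It held 60672 peaks over 96.4 Mb, and 0 peaks under 400 bp, against 29739 or more in each other library. The highest Jaccard index among the 276 pairs of libraries was 0.639, so no list appeared under 2 labels.

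The loci of the knocked-out genes were examined first, as a check of the labels. Hmgn2 (mm10 chromosome 4, 133964738 to 133968650, minus strand) held peaks in 12 of 12 WT libraries and in 0 of 12 DKO libraries. The length under peaks from 5 kb upstream of the gene to its end was 1.04 kb ± 0.254 (SD, n = 3) at day 0 and 1.35 kb ± 0.0462 (SD, n = 3) at day 9 in WT cells, and 0 kb in every DKO library. A merged region at the gene start (133967641 to 133968684) and another reaching into an exon (133966170 to 133967282) were each called in 12 WT and 0 DKO libraries. Hmgn1 (chromosome 16, 96120618 to 96127729, minus strand) held peaks in 12 of 12 libraries of both genotypes. Averaged over days, its length under peaks was 0.239 kb greater in DKO (exact permutation test, two-sided, p 0.39). Its sign changed with the day, as the DKO libraries lay above WT without overlap at days 0 and 9 and below WT without overlap at day 6. Inside the gene, 2 stretches (96127164 to 96127301 and 96127340 to 96127452) lay under peaks in 9 to 12 WT libraries and in at most 1 DKO library at any base, by limits set after the data were seen. A processed copy of Hmgn2 is annotated on chromosome 5, and how reads of such copies were placed is not known here.

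**Figure D1:**
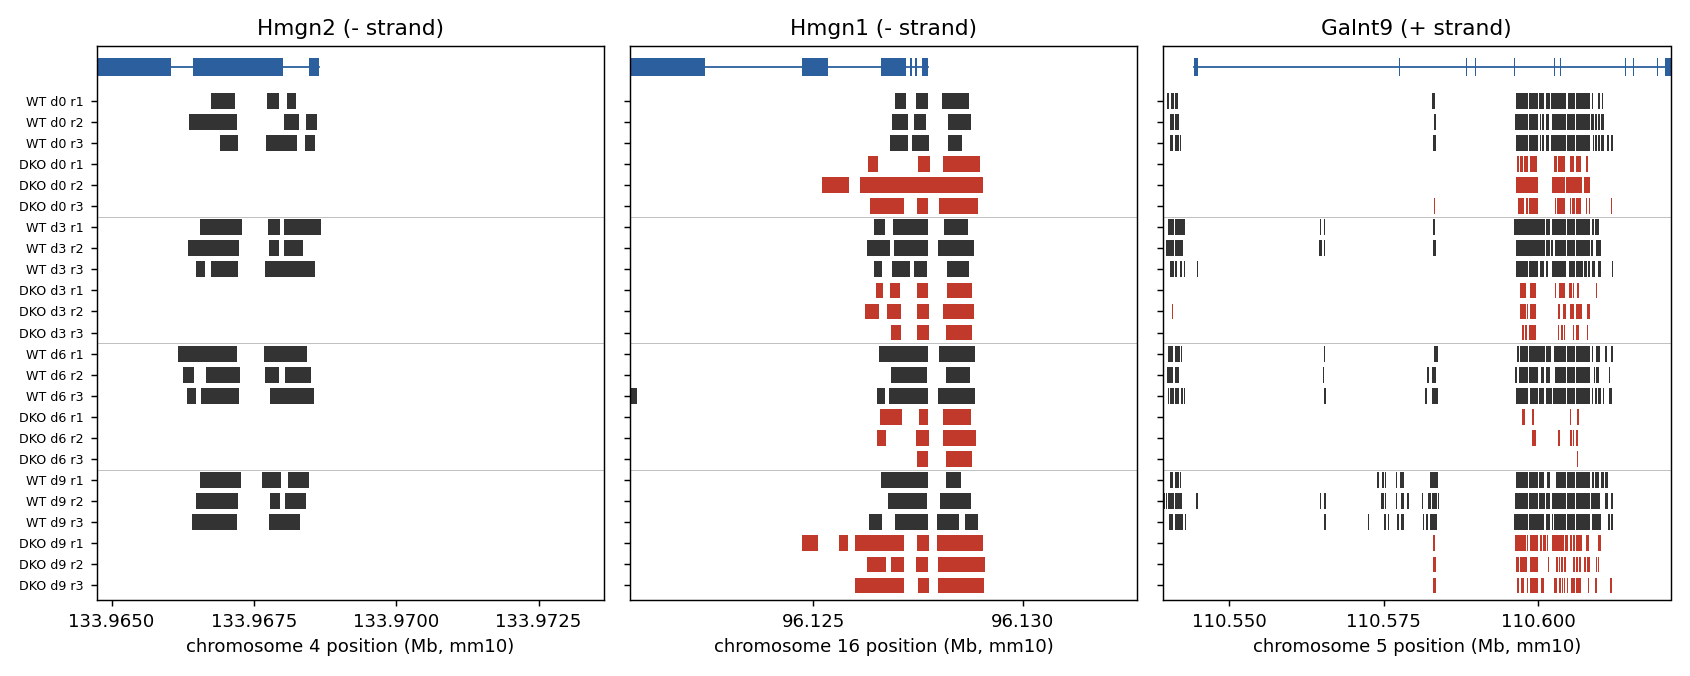
Peaks (bars) of the 24 libraries, 1 line per library, along the Hmgn2, Hmgn1 and Galnt9 genes (x axis, position in Mb on mm10; exons as blue boxes), WT in black and DKO in red. At Hmgn2, 12 of 12 WT and 0 of 12 DKO libraries held peaks, at Hmgn1 all 24 did, and at Galnt9 the peaks of DKO libraries covered less of the gene on average at each day.

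The number of peaks asked whether the loss of HMGN changed the extent of the mark. DKO libraries held fewer peaks than WT at days 0, 3 and 6 and more at day 9. At day 6, WT libraries held 102083 ± 3506 (SD, n = 3) and DKO libraries 64728 ± 15040 (SD, n = 3), a difference of −37355 peaks or −36.6%, with no overlap between the groups (exact permutation test, two-sided, p 0.1, the smallest that 3 against 3 libraries allow). The differences at day 0 (−13598, exact p 0.6), day 3 (−13194, exact p 0.3) and day 9 (10356, exact p 0.2) lay within the spread of relabelled libraries. At day 0 the sign rested on DKO day 0 replicate 2, without which the difference was 502. Over the 4 days the mean difference was −13448 peaks (exact permutation test within days, two-sided, p 0.0416). Leaving out replicate 2 of every group moved it most, to −9287 (exact p 0.276), and without DKO day 0 replicate 2 alone it was −9923 (exact p 0.088). The depth recovered from the lists did not differ in this way: at day 6 background reads per kb were 10.7 ± 0.759 in WT and 10.6 ± 0.774 in DKO libraries (SD, n = 3, exact permutation p 1).

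Covered length followed the same course at days 3, 6 and 9. The DKO minus WT difference was −9.64 Mb at day 3 (exact p 0.3), −26.7 Mb at day 6 (exact p 0.1) and 9.09 Mb at day 9 (exact p 0.1). At day 0 it was 16.8 Mb (exact p 0.3), with 47.7, 96.4 and 58.0 Mb in the 3 DKO libraries. The mean over days was −2.61 Mb (exact permutation test, two-sided, p 0.665). With every peak set to a window of 250 bp either side of its summit, it was −6.74 Mb (exact p 0.0416), and with 20000 peaks per library it was 1.13 Mb (exact p 0.936). Without DKO day 0 replicate 2 it was −6.24 Mb (exact p 0.138).

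**Figure D2:**
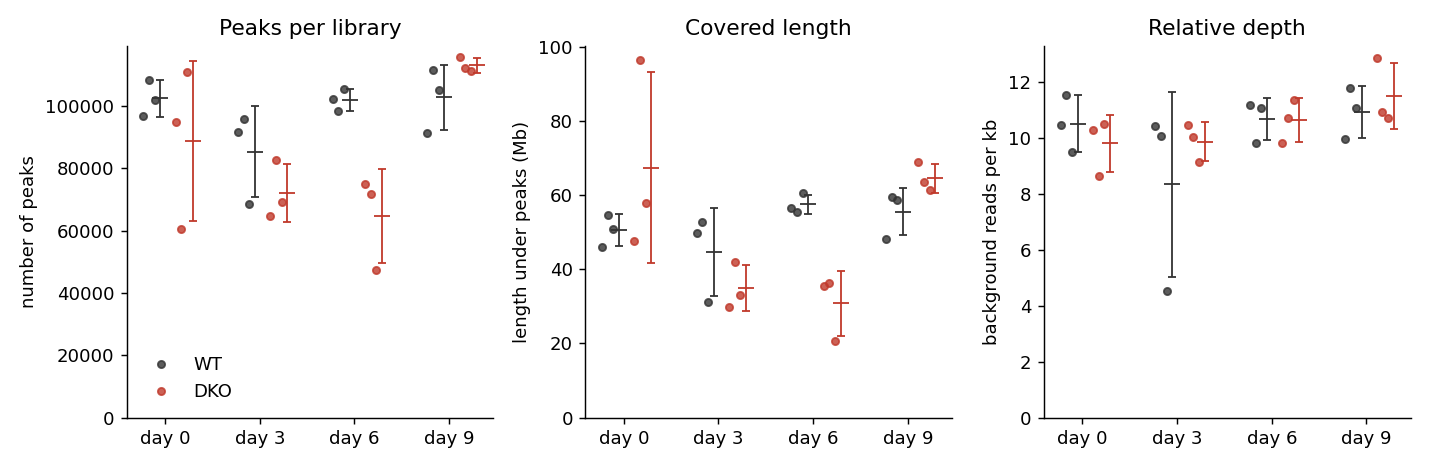
Number of peaks per library, length under peaks (Mb) and relative depth (background reads per kb) by day, with 1 point per library and bars at the mean ± SD of 3 libraries, WT in black and DKO in red. At day 6 the DKO libraries hold 47448 to 74867 peaks against 98503 to 105511 in WT, at a like depth.

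The overlap of H3K27ac sites between genotypes, counted from 1 bp, was lowest at day 6. Of the regions called in at least 2 of 3 libraries of a genotype, 84.8% were shared at day 0 (82119 WT and 52416 DKO regions), 79.3% at day 3 (69224 and 58191), 68.7% at day 6 (80598 and 51565) and 81.0% at day 9 (80857 and 89299). The loss at day 6 was on the WT side, where 51.8% of WT regions met a DKO region while 95.0% of DKO regions met a WT region. A reciprocal overlap of 50% changed the order of the days, with 26.2% at day 0, 60.7% at day 3, 45.3% at day 6 and 62.0% at day 9. The DKO regions of day 0 were merged with the long peaks of DKO day 0 replicate 2 (median 1076 bp). The reciprocal overlap was not run without that library, so the low value of day 0 was not separated from peak width. With 20000 peaks per library the day 6 value rose to 83.6%, and the 4 days then lay between 83.6% and 87.1%.

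Regions that set the genotypes apart without exception were counted next. At day 6, 7705 regions were called in 3 of 3 WT and 0 of 3 DKO libraries and 66 the other way. At day 3 the counts were 1525 and 166, at day 0 1006 and 1262, and at day 9 653 and 2469, so that DKO-specific regions outnumbered WT-specific ones at days 0 and 9. The total was larger than that of any other split of the 6 libraries at day 0 (2268 against 843), day 6 (7771 against 527) and day 9 (3122 against 954). At day 3, the split that put WT replicates 1 and 2 with DKO replicate 2 gave 1933 regions, more than the 1691 of the genotypes. The counts depended on the number of peaks: with 20000 peaks per library the WT-specific and DKO-specific counts were 564 and 236 at day 6. Asking for fewer libraries raised them. Without WT day 3 replicate 3 the WT-specific count at day 3 was 5583, and without DKO day 0 replicate 2 the day 0 counts were 2115 and 3532. Without replicate 3 of both genotypes the day 0 counts were 3073 WT-specific and 2833 DKO-specific, so the order at that day reversed.

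Libraries of a genotype overlapped each other more than those of the other genotype. The mean Jaccard index at day 6 was 0.578 within and 0.437 between genotypes, a difference of 0.141 (exact test over 10 splits, one-sided, p 0.1, the smallest possible). The difference was 0.0375 at day 0 (exact p 0.1), 0.0377 at day 3 (exact p 0.2) and 0.0460 at day 9 (exact p 0.1). At day 3 another split gave a difference of 0.0531. With a replicate number left out, the genotype difference of day 3 ran from 0.00763 (without replicate 1) to 0.0705 (without replicate 3). That of day 0 ran from 0.0179 (without replicate 3) to 0.0451 (without replicate 1). Over the 4 days the mean difference was 0.0655 (exact p 0.0002, one-sided, where 0.0001 is the smallest possible). Windows of 250 bp either side of the summits moved it most, to 0.0433 (exact p 0.0002).

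The same question was put to single regions across the 4 days. Of 169358 merged regions, 71228 were tested, and 0 passed an adjusted p of 0.05 in either direction. At an unadjusted p under 0.05, 3434 were called more often in WT and 325 more often in DKO. The smallest p the test can give, 1.25e-05 (exact conditional test, two-sided), was reached by 8 regions, and its adjusted value was 0.111, since 18 regions at that p would have been needed to pass. The 8 regions were looked at after their values were seen. Of these, 7 were called in 12 WT and 0 DKO libraries and 1 in 0 WT and 12 DKO libraries. The first group held both Hmgn2 regions, a region 1.25 kb upstream of Galnt9 (chromosome 5, 110541279 to 110543109), and intergenic regions nearest to Chic2 (chromosome 5, 74904783 to 74905920), Glra1 (chromosome 11, 55768439 to 55770220), Nmur2 (chromosome 11, 56288968 to 56290729) and Klhl33 (chromosome 14, 50903737 to 50904679). The region of DKO libraries (chromosome 13, 108291840 to 108294161) was intergenic, 22.2 kb from the start of Depdc1b. Both Hmgn2 regions lie in a knocked-out gene, so deleted sequence may account for them. With 20000 peaks per library the unadjusted counts were 363 and 283 of 13510 regions, the largest shift in the balance between directions.

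To place cells along the differentiation, regions that separated day 0 from day 9 in both genotypes were taken as markers. There were 2187 day-0-specific and 4302 day-9-specific regions. The 3 strongest of day 0 lay in an intron of Slc14a2 (chromosome 18, 78546339 to 78549041), 31.4 kb from the start of Tm7sf3 (chromosome 6, 146674243 to 146677341) and at the start of Pilrb2 (chromosome 5, 137870506 to 137873236). The 3 strongest of day 9 all lay in introns of Zbtb16 (chromosome 9, 48743679 to 48745260, 48745436 to 48753328 and 48719359 to 48725155), and each was already called in 3 of 3 libraries of both genotypes at days 3 and 6. With 20000 peaks per library both sets fell to 595 regions. Without DKO day 0 replicate 2 the day 0 set grew to 3744.

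The transition index, which runs from 0 (day 0 regions only) to 100 (day 9 regions only), asked whether DKO cells were further along at the days between. At day 3 it was 58.9 ± 5.16 in WT and 46.1 ± 0.973 in DKO libraries (SD, n = 3). The difference of −12.8 put the DKO libraries below WT without overlap (exact permutation test, two-sided, p 0.1, the smallest possible). The libraries called 24.8% ± 11.6 (WT) and 26.0% ± 7.35 (DKO) of the day-0-specific regions and 33.7% ± 10.8 and 22.2% ± 5.91 of the day-9-specific regions (SD, n = 3). At day 6 the index was 92.7 ± 0.647 in WT and 94.1 ± 3.01 in DKO libraries (SD, n = 3, exact permutation p 0.8). The WT and DKO libraries called 83.0% ± 2.28 and 60.8% ± 13.7 of the day-9-specific regions, and 6.54% ± 0.813 and 4.13% ± 2.63 of the day-0-specific regions (SD, n = 3). The genotypes did not overlap in either percentage. With sets from the WT or the DKO libraries alone, the day 6 index was higher in DKO by 4.24 or 5.37 (exact p 0.1 for each, the smallest possible), and with sets from 5 of 6 libraries by 4.05 (exact p 0.1). Over both days the difference was −5.70 (exact p 0.065), and 20000 peaks per library moved it most, to −8.86 (exact p 0.005, the smallest possible), with −16.5 at day 3 and −1.24 at day 6. With sets from the WT or the DKO libraries alone it was −3.08 (exact p 0.375) or −3.66 (exact p 0.33). In WT at day 3 and in DKO at day 6 the library with the fewest peaks had the highest index, at 64.8 and 97.6. Without WT day 3 replicate 3 the day 3 difference was −9.89 (exact p 0.1).

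**Figure D3:**
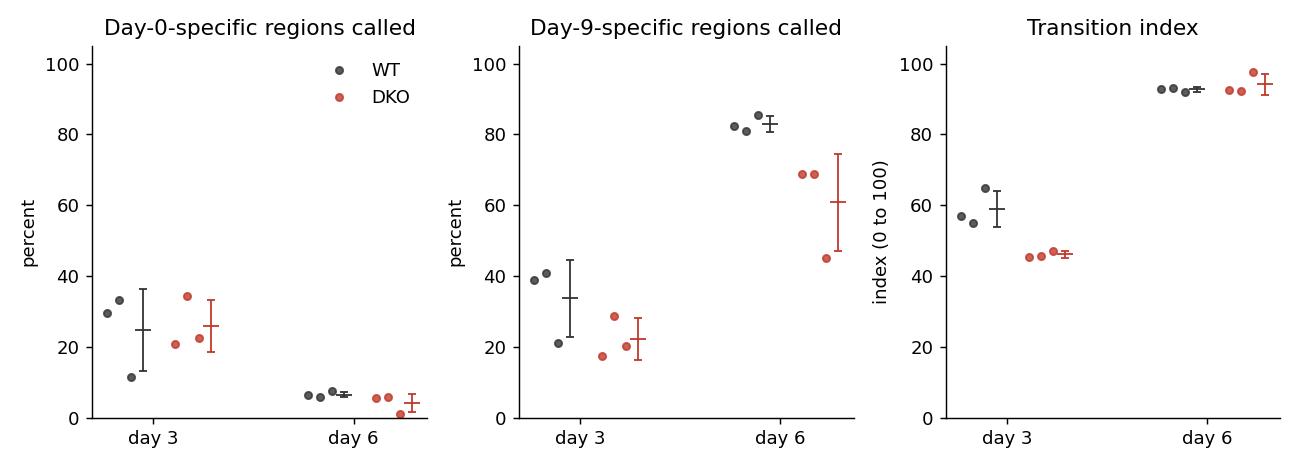
Percentage of the 2187 day-0-specific and of the 4302 day-9-specific regions called, and the transition index, in each library of days 3 and 6, with bars at the mean ± SD of 3 libraries, WT in black and DKO in red. At day 3 the index of the 3 DKO libraries lies between 45.5 and 47.2, below the 55.1 to 64.8 of WT.

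Promoter and distal sites were compared by the share of peaks within 1 kb of a transcript start, which ran from 25.9% to 45.5% of a library's peaks. Over the 4 days the share was 3.16 percentage points higher in DKO (exact permutation test, two-sided, p 0.0505), with the largest difference at day 6 (38.3% ± 6.23 in DKO and 27.5% ± 0.47 in WT, SD, n = 3, exact p 0.1). It was 3.96 points higher in DKO at day 3 (exact p 0.2) and differed by −0.651 points at day 0 (exact p 0.7) and −1.49 points at day 9 (exact p 0.2). With 20000 peaks per library the difference was 0.409 points (exact p 0.914), and without DKO day 0 replicate 2 it was 3.38 points (exact p 0.0342). The AP-1 motif, examined because the study dealt with binding of FRA2 and JUN, lay within 100 bp of the summit in 1.91% to 3.03% of the 20000 strongest peaks. This share was not set against that of other sequence. It therefore does not tell whether the motif was enriched at the summits, or whether AP-1 binding differed. The share was 0.103 points higher in DKO over the 4 days (exact p 0.277), with 0.317 at day 0 (exact p 0.7), 0.03 at day 3 (exact p 0.6), 0.15 at day 6 (exact p 0.1, the smallest possible) and −0.085 at day 9 (exact p 0.2), and 0.0246 points without DKO day 0 replicate 2, the library with the 3.03%.

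Genes named by the study were compared by their length under peaks. Of 21 genes, 7 differed between genotypes at a p adjusted over the list alone under 0.05, with 6 lower and 1 higher in DKO, and 8 had an unadjusted p under 0.05. The study picked part of the list on these samples, so this is not independent evidence, and the test over all regions called 0. Hmgn2, a knocked-out gene, is among the 6 lower. The study reports deleted sequence in these mice, so the lack of peaks at Hmgn2 is not evidence of lost acetylation. Hmgn2, Galnt9 and Pnp2 were lower in DKO at all 4 days and reached the smallest possible p (exact permutation test, two-sided, p 1.25e-05, adjusted 8.75e-05). Galnt9 (chromosome 5, 110544355 to 110621380), a white adipocyte gene in the study, had 14.6 kb ± 1.42 under peaks in WT and 1.13 kb ± 0.813 in DKO at day 6, and 13.3 kb ± 0.588 and 7.19 kb ± 1.88 at day 0 (SD, n = 3). Pnp2 (chromosome 14, 50955992 to 50964749) had 3.21 kb ± 0.37 in WT and 0.112 kb ± 0.195 in DKO at day 6 (SD, n = 3). A closely related gene, Pnp, is annotated across the same stretch, so the placement of reads between them is uncertain. Mmp3 was lower by a mean of −1.67 kb (adjusted exact p 0.000984), Mmp2 by −4.56 kb (0.0343) and Col3a1 by −6.36 kb (0.0351). In all 3 the difference was largest at day 6. At that day the DKO minus WT difference in length under peaks across the genome was −46.4% of the WT mean. Among listed genes only Pparg and Hmgn1 were set against other genes of a like length under peaks. No such comparison was made for Mmp3, Mmp2 or Col3a1, so their loss at day 6 may be part of this general drop. At day 0 the means of Mmp2 and Col3a1 were higher in DKO, by 1.05 and 0.879 kb. Elovl3 (chromosome 19, 46131897 to 46135694), a brown adipocyte gene, was 1.02 kb higher in DKO (adjusted exact p 0.035). It held no peaks at days 0 and 3 in either genotype, 0.186 kb ± 0.322 in WT and 1.26 kb ± 0.799 in DKO at day 6, and 0.578 kb ± 0.0898 and 3.58 kb ± 0.214 at day 9 (SD, n = 3).

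The number of genes that passed depended on the choice of peaks and of libraries. Only 3 of the 21 passed with 20000 peaks per library and 11 without DKO day 0 replicate 2, where Col1a2, Anxa3, Fosl2 and Adamts5 passed in addition, all lower in DKO (adjusted exact p 0.000735 to 0.0366). Hmgn2, Galnt9 and Pnp2 passed under 9 of 9 alternatives, with adjusted p up to 0.0108. Elovl3 passed under 3 of 9 (adjusted p up to 1), Mmp3 under 7 (up to 0.646), Col3a1 under 5 (up to 1) and Mmp2 under 4 (up to 0.478). Because Elovl3 held no peaks at days 0 and 3, leaving out a replicate left too few relabellings for it to pass. Those failures say nothing about its difference. With 20000 peaks per library the difference of Elovl3 was 0 kb. Among the brown genes, Ucp1 held no peak in any of the 24 libraries, Ide held peaks in the 3 DKO libraries of day 9 only (1.05 kb ± 0.144, SD, n = 3), and the differences of Ppargc1a, Cidea and Cox7a1 over the 4 days lay between −0.0541 and 0.0802 kb (adjusted exact p 0.481 to 0.926). These means join days of opposite sign, with −0.624 kb at day 3 and 0.408 kb at day 9 for Ppargc1a, −0.81 kb at day 6 and 0.382 kb at day 9 for Cidea, and −0.152 kb at day 6 and 0.377 kb at day 9 for Cox7a1. At day 6 Cidea had 0.677 to 1.158 kb under peaks in WT and 0 to 0.188 kb in DKO libraries. The libraries did not overlap for Ppargc1a at day 3 either, with 1.062 to 1.43 kb in WT and 0.423 to 0.978 kb in DKO. For Cox7a1 at day 9 the DKO libraries lay above WT without overlap, at 1.035 to 1.297 kb against 0.763 to 0.87 kb. The study names Ucp1, Cidea and Ide among the brown genes most upregulated in DKO cells, with tracks of H3K27ac and transcripts at day 6. No gain in length under peaks was seen at these genes on that day. Length under called peaks is unlike the H3K27ac and transcript levels of the study, so this does not contradict it. The white genes Adamts5 and Slc6a6 differed by −1.67 kb (adjusted exact p 0.185) and 0.0361 kb (adjusted exact p 1), and the sign of Slc6a6 turned to −1.59 kb without DKO day 0 replicate 2. By day, the difference was 2.05, −2.93, −6.53 and 0.739 kb for Adamts5 and 7.96, −1.44, −8.47 and 2.11 kb for Slc6a6 at days 0, 3, 6 and 9, and at day 6 the WT and DKO libraries did not overlap at either gene. The regulators Pparg, Ppara, Fosl2 and Jun had adjusted exact p between 0.132 and 0.836. At day 6 Fosl2 and Jun were lower in DKO, by −6.07 and −0.975 kb, without overlap, and at day 9 they differed by 1.25 and 0.0473 kb. The day 6 losses at Fosl2, Jun, Adamts5, Slc6a6 and Cidea were not separated from the general drop in length under peaks at that day. For Pparg the difference changed with the day, from −8.29 kb at day 6 to 11.7 kb at day 9, and for Ppara it was −0.14 kb at day 0, −0.404 kb at day 3, 0.553 kb at day 6 and 1.25 kb at day 9, with no overlap of the libraries at days 3 and 9.

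**Figure D4:**
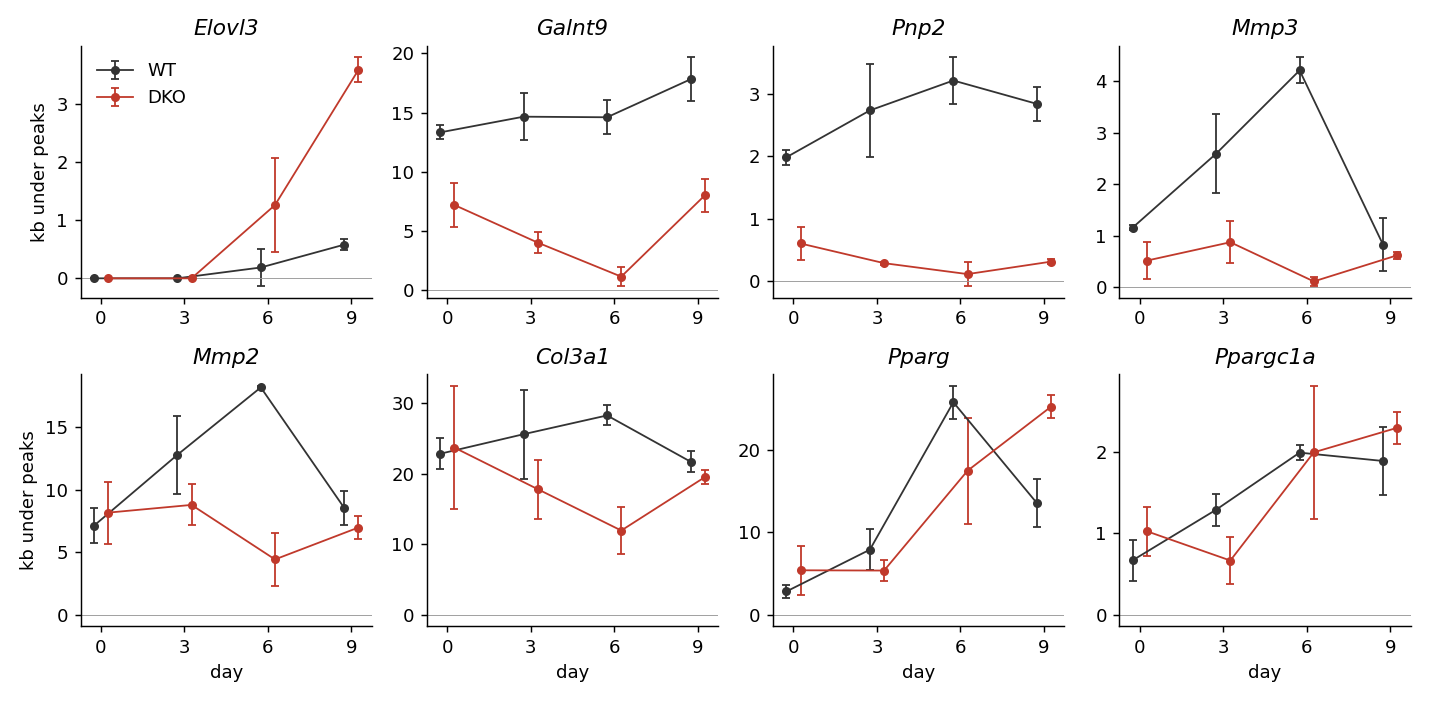
Length under peaks (kb, from 5 kb upstream of the gene to its end) by day at 8 genes, as the mean ± SD of 3 libraries, WT in black and DKO in red. At day 9 Elovl3 reaches 3.58 kb in DKO against 0.578 kb in WT, and at day 6 Galnt9, Pnp2, Mmp3, Mmp2 and Col3a1 lie lower in DKO.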

Values the study reported

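The study compared transcript levels and H3K27ac during browning at white and brown adipocyte-specific enhancers and their genes. It reported that 213 white and 80 brown adipocyte-specific genes lost both transcript and H3K27ac in DKO cells. It reported a gain of both in DKO cells for 50 brown and 5 white adipocyte-specific enhancers. By lipid staining of the differentiating cultures, the study reported 2-fold more lipid-containing cells from DKO mice.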

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

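In this part, the tests of weak peaks, of the long peaks of DKO day 0 replicate 2 and of a deleted sequence were chosen only after the result was seen, as were the limits that define the uncovered stretch at Hmgn1. How 2 tests were read also changed after their values were seen: a share of matched genes under 5%, at Pparg and Hmgn1, was to count against the general course of peak calling and was set aside, and the tests of weak peaks and of the long peaks were held to a p adjusted over the list alone in place of an unadjusted p. Of 26 measures, 2 had a difference between genotypes that changed with the day, the kb under peaks at Pparg and at Hmgn1 (exact permutation test within days, p adjusted over the 26 measures 0.00959 for each).

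At Pparg, the DKO minus WT difference was 2.56 kb at day 0, −2.53 kb at day 3, −8.29 kb at day 6 and 11.7 kb at day 9. WT libraries fell from 25.7 kb ± 1.98 at day 6 to 13.5 kb ± 2.87 at day 9, while DKO libraries rose from 17.4 kb ± 6.44 to 25.2 kb ± 1.39 (SD, n = 3). The DKO minus WT difference in peaks called across the genome moved the same way, fewer in DKO at day 6 and more at day 9. DKO peaks rose between these days as well, from a mean of 64728 to 113163. WT peaks stayed level, at a mean of 102083 and 102807, so the fall of WT at Pparg had no counterpart in the number of peaks. Among 500 coding genes of a like length under peaks, 71.4% had an unadjusted p under 0.05 in this test, and 2.4% had a p as small as that of Pparg. By the limit set beforehand that share counts against the general course of peak calling, but it was set aside because Pparg was picked as the most extreme of a list, so a change at this gene and the general rise and fall of peak calling cannot be told apart. Weak peaks gained or lost are also open. With 20000 peaks per library the exact p was 0.013 and the p adjusted over the list alone 0.173, the day 3 difference changed sign to 1.16 kb while those of day 6 (−1.85 kb) and day 9 (2.74 kb) kept theirs, and 13.8% of the 500 genes had as small a p. Without DKO day 0 replicate 2 the adjusted p over the list alone was 0.00446. Longer acetylation of Pparg late in DKO differentiation is a candidate explanation that stays open.

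At Hmgn1, the difference was 1.13 kb at day 0, −0.442 kb at day 3, −0.657 kb at day 6 and 0.922 kb at day 9. The long peaks of DKO day 0 replicate 2 were not the whole cause, since without that library the exact p was 0.0002 and the day 0 difference 0.512 kb. Of 500 genes of a like length under peaks, 4.6% had as small a p and 51.8% an unadjusted p under 0.05, and Hmgn1 too was picked as extreme, so a change of its own and the general course of peak calling cannot be told apart. With 20000 peaks per library the exact p was 0.0165 and the p adjusted over the list alone 0.173. Days may also have been processed as separate runs, because the peak names number the libraries afresh at each day, which leaves a run and a day inseparable for both genes.

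Peaks at Hmgn1 in all 12 DKO libraries were not foreseen for a knockout. Inside the gene, 2 stretches of 138 bp (chromosome 16, 96127164 to 96127301) and 113 bp (96127340 to 96127452) lay under peaks in 9 to 12 WT libraries and in at most 1 DKO library at any base. Of 1000 regions called in all 24 libraries, 0.4% held a stretch of this kind, so ordinary variation of peak edges is a poor account of it. A deleted sequence in the knockout could give such stretches and so could a loss of acetylation without a deletion. The study's methods report deleted sequence in these mice, missing from both DNA and transcripts, but do not give its position. Whether the stretches lie within it was not tested, nor was a loss of acetylation. Of the 11 DKO libraries with short narrowest peaks, 0 reached into either stretch. The limits that define the stretches fix this number, since DKO day 0 replicate 2 covers both. Reads from similar sequence elsewhere in the genome may add to the peaks at Hmgn1, and this was not tested.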

How the results depend on the processing

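Alternatives were run on 33 results of comparisons, and 12 of these kept their direction and their side of the threshold, or stayed within their spread, under every alternative tried: the peak numbers of days 3, 6 and 9, the counts of 0 regions called more often in WT or in DKO, the separation of genotypes at each day and over all days, the transition index of day 3 and the AP-1 share. In the exact permutation tests used here, differences at a single day cannot pass a threshold with 3 against 3 libraries. For them only the direction was therefore at stake. The counts of 0 regions were put to little test by 4 of their alternatives, as given below. Of 275 alternative values, 206 were the same by this measure, 57 moved, 5 were weaker, 3 stronger and 4 reversed. A count was taken as the same within a factor of 1.5. For a shared percentage the spread was the SD of the Jaccard index of pairs between genotypes, which is another measure. Some of the 206 were fixed by construction. The replicate block cannot change a difference at a single day, and a −log10 q of at least 5 left the AP-1 difference at the same 0.103 points. The windows of equal width, the fits without 1 library and the sets from 1 genotype were chosen after seeing the data, and the rest before. Unless said otherwise, the cause was not tested.

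Holding each library to its 20000 strongest peaks changed most. The shared percentage rose to 85.1 at day 3, 83.6 at day 6 and 86.8 at day 9. The WT-specific and DKO-specific counts became 75 and 460 at day 0, 264 WT-specific at day 3, 564 and 236 at day 6, and 221 and 329 at day 9, and both day sets held 595 regions. Covered length turned to 1.13 Mb, the transition index of day 6 turned to −1.24 (from 1.44), and that of both days passed the threshold at −8.86 (exact p 0.005). Only 3 listed genes passed. This setting removes the weaker peaks of every library. Keeping peaks with −log10 q of at least 5 brought the peak number over all days to −9768 (exact p 0.065, no longer past the threshold), the WT-specific count of day 0 to 662 and Ppargc1a to −0.00633 kb.

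A reciprocal overlap of 50% lowered the shared percentage to 26.2 at day 0, 60.7 at day 3, 45.3 at day 6 and 62.0 at day 9, as a stricter rule must. The size of the fall at day 0 was not separated from the long peaks of DKO day 0 replicate 2. Bins of 1 kb gave 360 WT-specific and 2456 DKO-specific bins at day 0 and 2800 day-9-specific bins. Windows of equal width around the summits gave −6.74 Mb for covered length (exact p 0.0416, now past the threshold, as the measure then follows the peak number) and 229 DKO-specific regions at day 6. They turned Slc6a6 to −2.56 kb and Ppara to −0.0922 kb. With 5 kb either side of the gene start Cidea turned to 0.0574 kb.

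Leaving out libraries, the peak difference at day 0 ran from −24838 to 3485 and that over all days from −16218 to −9287, and over all days it stayed past the threshold only without replicate 3 (exact p 0.0448) and without WT day 3 replicate 3 (exact p 0.02). The peak differences of days 3 and 9 kept their sign but not their size. They ran from −21554 to −6395.5 at day 3 and from 3316.5 to 15240.5 at day 9, and were smallest without replicate 1. Covered length over all days ran from −6.24 Mb without DKO day 0 replicate 2 to −0.405 Mb without replicate 3, and did not pass the threshold in any of these fits. Without DKO day 0 replicate 2 the day 0 difference was 502. The shared percentage of day 3 ran from 75.8 to 80.2. WT-specific regions ran from 2115 to 3616 at day 0, from 2513 to 6863 at day 3, from 10469 to 18724 at day 6 and from 1843 to 3426 at day 9. DKO-specific regions ran from 2833 to 5637, from 187 to 1088, from 191 to 937 and from 4803 to 8523 at the same days. Day-0-specific regions ran from 3059 to 5149 and day-9-specific regions from 4765 to 6533. These counts rise by construction, because fewer libraries must hold or lack a peak. The promoter share ran from 2.58 to 3.58 points, and passed the threshold without DKO day 0 replicate 2 (3.38, exact p 0.0342). The listed genes past the threshold ran from 3 to 11. Ppargc1a ran from −0.0739 kb, turned, without replicate 1, to 0.134 kb. Slc6a6 ran from −1.59 kb without DKO day 0 replicate 2 to 0.982 kb, and was −1.39 kb without replicate 2. Pparg ran from −0.0758 kb, turned, without replicate 2, to 2.29 kb. With a replicate left out, a p adjusted over the list is harder to reach, since fewer relabellings exist.

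Replicate numbers are shared between genotypes, but they did not pair the libraries. The deviations of same-numbered WT and DKO libraries from their group means correlated between −0.0411 and 0.0682 over 12 pairs, and 0 pairs exceeded 0.1. With the replicate number as a block, the peak number over all days, −13448, had an exact p of 0.085, and 4 listed genes passed. The region test made 0 calls with the block, with 1757 and 111 regions at an unadjusted p under 0.05. Covered length, the transition index over both days, the promoter share and the AP-1 share stayed short of the threshold with the block, which was not run on the separation of genotypes or on the shared and specific regions.

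For the 21 genes, 189 alternative values gave 156 of the same kind, 17 weaker, 8 stronger and 8 reversed. The 8 reversed values belong to genes whose difference over the 4 days was not past the threshold. The region test gave 0 calls under the 11 alternatives run on it, but 4 of these had almost no power to give any: 1747 to 2261 regions at the smallest possible p would have been needed with a replicate left out, where 14 to 17 reached it, and 696 with the block, where 8 did. The counts at an unadjusted p under 0.05 ran from 363 to 4383 in WT and from 54 to 469 in DKO. In simulation this test recovered 66.5% of 200 regions planted in 95% of libraries of a genotype and 5% of the other. It recovered 0 of 200 planted in 80% against 20%, so differences of the second kind would be missed. Those of the first kind can be missed too where few regions share them. In the real data 8 regions reached the smallest possible p, and 18 were needed to pass. Of the 25 regions called in nearly all libraries of a genotype and nearly none of the other, described below, 0 passed. The WT-specific count at day 3 was 5583 without the shallow WT day 3 replicate 3, and the part of depth in this rise was not separated from the rule that fewer libraries must hold a peak.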

Other observations

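In this part, the tests by other splits at single days, of depth at day 6, of peak width, of the transition index, and of the clustering and linkage of regions were chosen only after the result was seen. The splits of the region test and of the day sets, the ranking of lost peaks and the test of whole segments were set before their values were known.

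The regions held by 3 of 3 against 0 of 3 libraries were most numerous for the genotypes in 1 of the 10 splits of the 6 libraries at days 0, 6 and 9. At day 3, 2 of the 10 splits gave as many. A design of 10 splits cannot reach a share under 0.05. Over the 4 days, 1 of 100 splits within days, the real one, gave as many regions with an unadjusted p under 0.05 (3759 against a median of 400 in the other 99). The highest of the others, 3173, kept the genotypes apart at day 6, as did 17 of the 99, and the highest of those that mixed them there was 1175. Much of the excess therefore came from day 6. For the day-specific sets, 1 of 100 splits of the 12 libraries gave as many regions (6489 against at most 69).

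Fewer peaks in DKO libraries at day 6 did not go with lower depth, as the background reads per kb were 0.996 of those in WT. Weaker enrichment over background in those libraries is a candidate explanation and stays open. The highest fold enrichment at day 6 was 33.2 to 49.3 in DKO and 55.4 to 59.0 in WT libraries, without overlap, which goes with it. That value rests on the single highest peak of each list. The median −log10 q of the lists overlapped, at 8.43 to 8.83 in DKO and 8.58 to 8.92 in WT. Of the best peaks that the WT libraries held at the regions missing from all 3 DKO libraries, 67.1% lay below the median −log10 q of their own list, against 26.0% to 30.1% for all regions called in 3 of 3 WT libraries. Weaker sites were thus lost more often, but the value did not reach the limit of 75% set beforehand for a threshold effect, so an overall weaker signal and a loss of acetylation at weaker sites cannot be told apart.

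The long peaks of DKO day 0 replicate 2 are in line with a longer fragment length in peak calling. Its narrowest peak, which the caller ties to that length, was 440 bp, over 2 times that of any other list. Broader acetylated stretches in the cells could have left isolated narrow peaks in place. The count of 0 peaks under 400 bp follows from the narrowest peak of 440 bp, so it is not separate evidence against such stretches. That library moved the day 0 counts, the sign of the day 0 peak difference (502 without it) and the number of listed genes past the threshold (11 without it).

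The lower transition index of DKO libraries at day 3 (−12.8, exact permutation p 0.1, the smallest possible) runs against the faster browning of DKO cells that the study describes. It was not explained by the number of peaks called, since with 20000 peaks per library the difference was −16.5, nor by the shallow WT day 3 replicate 3, without which it was −9.89. Sets shaped by 1 genotype do not account for it either, at −10.4 with sets from the WT libraries alone and −12.7 with sets from the DKO libraries alone. At day 6, however, the same sets put the DKO libraries ahead by 4.24 and 5.37 (exact p 0.1 for each, the smallest possible), and over both days the difference was −3.08 (exact p 0.375) and −3.66 (exact p 0.33). Held to 20000 peaks per library, it was −1.24 at day 6 (exact p 0.1) and −8.86 over both days (exact p 0.005, the smallest possible), so the sign at day 6 and the result over both days depended on the setting. A swap of genotype labels at day 3 is excluded by Hmgn2, where 0 of the 3 libraries labelled DKO held a peak. A slower gain of day 9 regions in DKO cells may lie behind the lower index at day 3. This is a hypothesis, since 3 against 3 libraries cannot pass a threshold in the exact permutation test used here. Neither a difference in the time of harvest nor in the culture at day 3 was tested.

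Regions called in nearly all libraries of 1 genotype and in at most 1 of the other lay close together. With at least 11 of 12 against at most 1 of 12 libraries, limits set after the data were seen, there were 25 regions, 21 in WT and 4 in DKO. They made 22 loci after joining those within 100 kb, and 10 loci lay within 5 Mb of another, against a median of 2 in 10000 draws of random regions (share of draws 0.0023, highest 12). Of these, 7 were on chromosome 11, as 5 between 55573452 and 57706378 and 2 between 3153389 and 6488838, and 3 were on chromosome 14, between 44183214 and 50903737. A loss of whole segments in DKO would have removed the other peaks between neighbours, and 86.8% of 136 such regions were called in at least 11 of 12 DKO libraries (83.2% elsewhere). Segments carried along with the knocked-out genes are a poor account, as 1 region lay within 10 Mb of Hmgn1 or Hmgn2 outside the genes and 0.353 of draws gave as many. Unlinked segments that differ in strain between the WT and DKO mice, or neighbouring sites under joint control, could each give such clusters, and neither was tested. Pnp2 lies beside the last of these clusters, so strain of origin is a limit on its link to HMGN. Galnt9 has such regions just upstream but no other locus of the kind within 5 Mb.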
